# Tumour‐derived exosomal miR‐3473b promotes lung tumour cell intrapulmonary colonization by activating the nuclear factor‐κB of local fibroblasts

**DOI:** 10.1111/jcmm.15411

**Published:** 2020-05-25

**Authors:** Cancan Du, Xixi Duan, Xiaohan Yao, Jiajia Wan, Yanru Cheng, Yuan Wang, Yan Yan, Lijing Zhang, Linyu Zhu, Chen Ni, Ming Wang, Zhihai Qin

**Keywords:** exosomes, fibroblasts, lung cancer, miR‐3473b, *Nfkbid*

## Abstract

Tumour‐derived exosomes have been shown to induce pre‐metastatic niche formation, favoring metastatic colonization of tumour cells, but the underlying molecular mechanism is still not fully understood. In this study, we showed that exosomes derived from the LLC cells could indeed significantly enhance their intrapulmonary colonization. Circulating LLC‐derived exosomes were mainly engulfed by lung fibroblasts and led to the NF‐κB signalling activation. Further studies indicated that the exosomal miR‐3473b was responsible for that by hindering the NFKB inhibitor delta's (NFKBID) function. Blocking miR‐3473b could reverse the exosome‐mediated NF‐κB activation of fibroblasts and decrease intrapulmonary colonization of lung tumour cells. Together, this study demonstrated that the miR‐3473b in exosomes could mediate the interaction of lung tumour cells and local fibroblasts in metastatic sites and, therefore, enhance the metastasis of lung tumour cells.

## 1 INTRODUCTION

Lung cancer is one of the most common malignant tumours with the highest morbidity and mortality rate.^1^ More than 70% of lung cancer patients' death is caused by metastasis. And the common metastatic sites of lung cancer are the lung, brain, liver, bone and adrenal gland.^2^ Although there is the possibility of multiple primary lung cancer (MPLC), patients with more than one tumour lesions are generally considered as metastasis.^3^ Early treatment is important to reduce lung cancer‐associated metastasis and death. However, in several cases, the primary lung cancer has already metastasized prior to initial diagnosis. Recent evidence suggests that prior to metastasis, tumour cells can induce pre‐metastatic niche (PMN) formation by altering the environment of distant tissues, which provides a suitable condition for tumour cells colonization, a key step of tumour metastasis.^4^, ^5^ Tumour‐derived exosomes, which potentially travel from primary tumour site to a new metastatic site, act as a potential mediator for establishing PMN,^4^, ^6^ but the underlying mechanisms are not fully understood. Therefore, exploring the molecular mechanisms of lung tumour‐derived exosomes mediate the PMN formation is crucial for developing targeted treatment of lung cancer metastasis in the future.

Exosomes are lipid bilayer‐encapsulated microparticles (30‐100 nm) released by various types of cells, which contain various proteins, lipids, DNA and miRNAs.^7^, ^8^, ^9^, ^10^ It has been illustrated that exosomes are critical factors in mediating the communication between tumour cells and stromal cells, and exosomes play an important role in promoting tumour growth, angiogenesis, immune escape and metastasis.^11^, ^12^, ^13^, ^14^, ^15^ For example, pancreatic cancer‐derived exosomes contain high amount of macrophage migration inhibitory factor (MIF), which recruits macrophages to induce the formation of PMN in the liver and promote liver metastasis.^6^ Except proteins, a large amount of exosomal miRNAs also play key roles in regulating tumour progression.^16^, ^17^ The primary cell‐derived exosomes were absorbed by receipt cells, and the released miRNAs regulate the expression of target genes at the post‐transcriptional level by binding to the 3′UTR sites of target mRNAs.^18^ For instance, miR‐3473b blocked the suppressor of cytokine signalling 3 (SOCS3) gene expression in BV2 microglial cells, leading to the increased pro‐inflammatory cytokines secretion in middle cerebral artery occlusion (MCAO) mice model.^19^ However, how lung tumour‐derived exosomal miRNAs mediate the PMN and metastatic colonization formation is still not fully understood.

Tumour‐associated fibroblasts, the main stromal cell components in various solid tumours, are believed to be involved in all stages of tumour progression.^20^, ^21^, ^22^ For example, exosomal miR‐155‐5p mediates the polarization of cancer‐associated fibroblasts (CAFs), which results in melanoma angiogenesis.^23^ Hepatocellular carcinoma (HCC)‐derived exosomal miR‐1247‐3p could accelerate HCC lung metastasis by leading to the β1 integrin‐mediated nuclear factor‐κB (NF‐κB) activation and pro‐inflammatory cytokines production in fibroblasts.^24^ However, the relevance between lung tumour‐derived exosomal miRNAs and fibroblast‐mediated lung tumour metastasis has not been investigated.

In this study, we explored how lung tumour‐derived exosomes promote LLC intrapulmonary colonization by communicating with local fibroblasts. Our data show that miR‐3473b contained in LLC‐derived exosomes plays a vital role in NF‐kB activation and inflammatory cytokines production in fibroblasts. The interaction between lung tumour‐derived exosomes and fibroblasts elucidates a new mechanism of intrapulmonary colonization, providing potential therapeutic targets for lung cancer.

## 2 MATERIALS AND METHODS

### 2.1 Cell lines and antibodies

Lewis lung carcinoma (LLC) cell line was provided by Professor Li Yan from Academy of Military Medical Sciences. Cells were cultured in Dulbecco's modified Eagle's medium (DMEM; HyClone), supplemented with 10% foetal bovine serum (FBS), and 100 IU/mL penicillin/streptomycin (P/S; Gibco). All cells were maintained at 37°C in a humidified atmosphere of 5% CO_2_. Details of all antibodies were listed in Table S1.

### 2.2 Isolation and identification of exosomes

The exosomes isolation was performed following standard protocol by ultracentrifugation.^25^ Namely, LLC cells were cultured in 10 cm dishes, which were grown to 80% confluence, washed thrice with phosphate buffered saline (PBS), replaced with 10% exosome‐free serum and cultured for 24 hours. The supernatant was centrifuged at 200 *g* for 10 minutes to discard the pellet and then at 20 000 *g* for 20 minutes to discard the pellet. The obtained supernatant was centrifuged at 100 000 *g* for 70 minutes, and the obtained exosomes were further purified to remove the protein content in PBS implementing the same ultracentrifugation conditions. Ultracentrifugation was done using an ultracentrifuge (HITACHI; CS150FNX). Exosomes were observed using the transmission electron microscope HT7700 (HITACHI).

### 2.3 Western blot

Cell and exosome lysates were prepared in RIPA lysate (Solarbio, R0020). Protein lysates were quantified using the Protein BCA kit (Thermo Fisher, #23228). Then, 30 µg protein was added to SDS‐PAGE gel, and transferred to a PVDF membrane. Primary antibody was incubated overnight at 4°C. Horseradish peroxidase‐conjugated secondary antibody was incubated at room temperature for 1 hour. Further, the membrane was tested with the ChemiDoc MP imaging system (Bio‐Rad). Western blot antibodies were listed in Table S1. Each test was carried out in triplicate.

### 2.4 Isolation of primary lung fibroblasts

For primary lung fibroblasts isolation, 6 weeks C57BL/6 female mice were killed. The harvested lungs were minced and incubated with 0.1 mg/mL collagenase IV (Sigma, C5138) for 30 minutes at 37°C. The cell suspension was filtered through a 70 μm filter, and the suspended cells were cultured in DMEM. The medium was changed the next day leaving behind adhered fibroblasts.

### 2.5 Exosomes tracing experiment

For exosomes labelling, exosomes were added to Cy5.5 (Fanbo Biochemicals, #1056), stained for 30 minutes at 37°C, following washed in PBS and centrifuged at 100 000 *g* for 70 minutes. Labelled exosomes were added to primary fibroblasts, in vitro, for 3 hours; then, nuclei were stained with DAPI. Confocal microscopy (PerkinElmer, Ultra VIEW VOX) was used to observe the whereabouts of exosomes. For in vivo experiments, labelled exosomes were intravenously injected into C57BL/6 female mice for 12 hours; then, lungs were harvested and single cells were isolated and stained with CD45 and fibroblast‐specific protein (FSP). For Immunofluorescence, frozen sections were prepared and stained with α‐smooth muscle actin (α‐SMA). The staining was observed by a Perkin Elmer, Vectra machine. Each test had three repeats.

### 2.6 Animal experiment

To investigate the role of exosomes in lung metastasis, 0.5 mg/kg LLC‐derived exosomes or PBS was injected into C57BL/6 female mice every 3 days via the tail vein. After three injections of exosomes, 5 × 10^5^ LLC cells were intravenously injected into mice at day 0; Additional 3 more times, exosomes were injected at day 0, 3, and 6, respectively. Mice were sacrificed, and lung metastasis was observed by HE staining at day 22. The percentage of immune cells was analysed by flow cytometry. One of the three independent experiments is represented, n = 5. To detect the effect of miR‐3437b on lung metastasis, exosomes or 0.5 mg/kg of formulated miR‐3473b mimic or inhibitor, or liposome alone was injected to mice every 3 days through tail vein. Similarly, three more times exosomes were injected after LLC transplanted. At day 22, mice were sacrificed and lung metastasis was observed by HE staining. The percentage of B cells was analysed by flow cytometry. One of the three independent experiments is represented, n = 4. The details of injection are shown in figures. All animal experiments were approved by the University Committee on Use and Care of Animals of Zhengzhou University.

### 2.7 Flow cytometry analysis

Mice were anesthetized with 5% chloral hydrate. The lungs were minced and incubated with 0.1 mg/mL collagenase IV (Sigma, C5138) for 30 minutes at 37°C. The suspension was filtered through a 70 μm filter and stained with the following antibodies: CD45‐Alexa Fluor700, B220‐APC, CD8‐PerCP, CD4‐APC/Cy7, Ly6G‐APC and CD11b‐FITC. Analysis was performed using flow cytometer (BD Canto), and data were analysed with FlowJo X (Tree Star). Each test was repeated three times.

### 2.8 Immunofluorescence

For immune cells staining, lung paraffin sections were stained with rabbit anti‐CD4, CD8 and CD19 antibody respectively. Peroxidase‐conjugated secondary antibody (CWBIO, #CW2035S) was used. Sections were visualized with DAB and counterstained using haematoxylin. For exosomes tracking and other staining, the harvested lung tissues were embedded in OCT. The frozen sections were fixed by cold methanol and incubated with primary antibodies, namely p‐p65 and α‐SMA. Alexa Fluor 488 donkey anti‐rabbit or goat IgG was used as the secondary antibodies. Images were captured with a Perkin Elmer, Vectra machine. Each test had three repeats.

### 2.9 Agarose nucleic acid electrophoresis

To verify the presence of miRNA in exosomes, 1.5% agarose gel was prepared. LLC‐secreted exosomal RNA was added into the gel, and LLC total RNA was used as the positive control. The electrophoresis band and its position were observed using the ChemiDoc MP imaging system (Bio‐Rad), and the size of the amplified product was compared with a nucleic acid molecular weight standard marker. Each test was carried out in triplicate.

### 2.10 Microarray analysis

Exosomal miRNAs microarray analysis was performed at Oebiotech Technology Co, Ltd., using the Agilent mouse miRNA microarray (Release 21.0, 8 × 60 K, Design ID: 070155). The sample labelling, microarray hybridization and array washes process were executed according to manufacturer's protocols (Agilent Technologies Inc.). Data analyses were performed using Feature extraction software (version 10.7.1.1, Agilent Technologies).

### 2.11 RNA sequencing

The gene expression of fibroblasts treated with LLC‐derived exosomes was determined using RNA sequencing. Briefly, two independently treated fibroblasts were collected and RNA samples were prepared for RNA sequencing. Illumina RNA sequencing was performed by OE biotech Co., Ltd. (Shanghai, China) using the Illumina HiseqTM 2500 (Illumina, Inc.). EdgeR software was used to analyse the data, and statistical significance was defined as *P* values lower than .05.

### 2.12 RNA extraction and real‐time PCR

Trizol reagent (Life Technologies) was used to extract Total RNA from cells. Reverse transcription was performed with PrimeScript™ RT Master Mix (TaKaRa). Real‐time PCR was performed using SYBR Green PCR Master Mix (Applied TaKaRa, Otsu) on an ABI PRISM 7300HT Sequence Detection System (Applied Biosystems). miRNA was extracted from exosomes using the MiRNeasy Mini Kit (Qiagen). Reverse transcription and qRT‐PCR of exosomal miRNAs were performed using miRNA first‐strand cDNA synthesis (stem loop method) and the miRNA fluorescent quantitative PCR kit (dye method), respectively. All RNA isolation and PCR experiments are according to the manufacturer's instructions. The relative expression levels of mRNA were calculated using the 2^−ΔΔ^ *^C^* ^t^ method. The sequences of all indicated primers were listed in Table S2. Each test had three repeats.

### 2.13 RNA interference

FITC‐labelled mimics and inhibitors of miR‐3473b, miR‐5119 and miR‐7005‐5P and their negative controls were purchased from Shanghai Biotechnology Corporation. The sequences of miRNA inhibitor and mimics were listed in Table S3 and Table S4. Transfection of siRNA and miRNA were completed using the LipoHigh liposome efficient transfection reagent (Shanghai Biotechnology Corporation), according to the manufacturer's instructions.

### 2.14 Statistical analysis

Statistical analysis was performed using GraphPad Prism software. All experiments were performed three times, and data were expressed as the mean ± SD. Student's *t* test was used to assess statistical significance. Statistically significant differences are indicated as follows: *P < .05; **P < .01.

## 3 RESULTS

### 3.1 Fibroblasts engulf LLC‐derived exosomes in vivo and in vitro

To detect the secretion of exosomes in lung cancer cells, we isolated exosomes from the LLC culture medium by ultracentrifugation (Figure 1A). The cup‐shaped structure and size of the isolated exosomes were identified using electron microscopy (Figure 1B). In addition, the expression of exosome markers Hsp90 and CD63 was verified (Figure 1C). To investigate the possibility of exogenous exosomes could be enriched and absorbed in the lung, we injected cy5.5‐labelled LLC‐derived exosomes into the tail vein of mice. Flow cytometry results showed that 54.1% of Cy5.5‐positive cell were CD45^‐^FSP^+^ Cell. Our previous study found that FSP is not only expressed in fibroblasts, but also by some macrophages.^26^ Nevertheless, CD45 staining negative excluded the possibility of macrophages. (Figure 1D). Immunofluorescence results further confirmed that LLC‐derived exosomes could be phagocytized by α‐SMA^+^ fibroblasts (Figure 1E). In addition, Cy5.5‐labelled LLC‐derived exosomes could be taken up by primary isolated lung fibroblasts (Figure 1F). Moreover, LLC‐derived exosomes slightly enhanced the proliferation capability of fibroblasts (Figure S1A,B).

**Figure 1:**
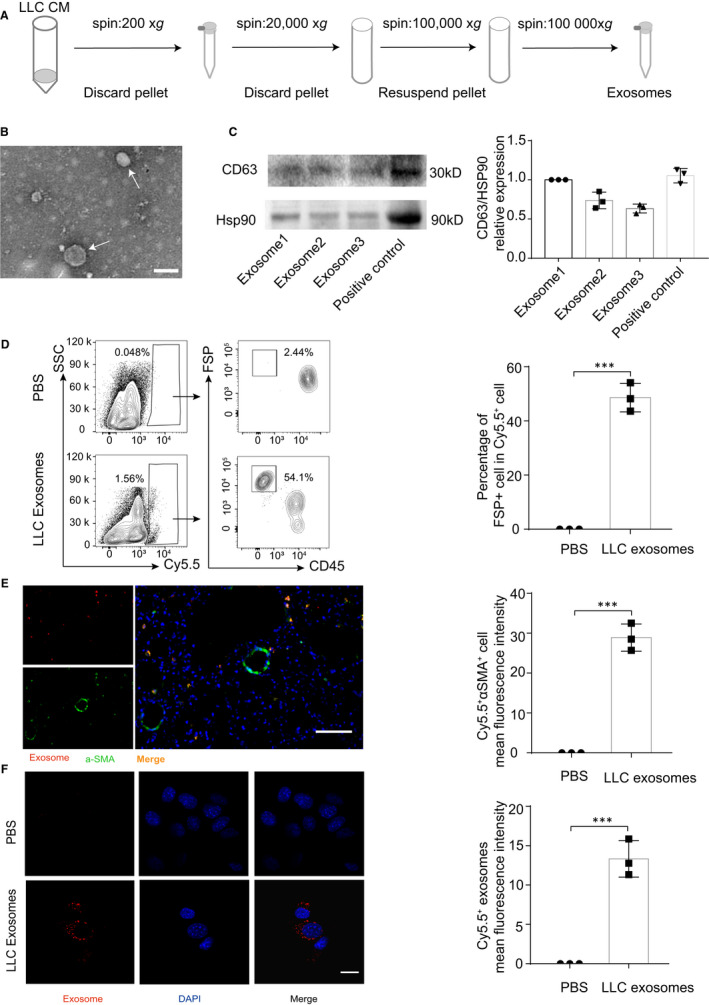
Fibroblasts engulf LLC‐derived exosomes in vivo and in vitro. A, Exosomes were separated from the LLC culture medium by ultracentrifugation, and the details were shown. B, Exosomes isolated from LLC were detected by electron microscopy. White arrows represented particles in typical exosome size. Scale bar, 100 nm. C, The expressions of CD63 and HSP90 in LLC exosomes were evaluated by Western blot and densitometry analysis, and foetal bovine serum protein was used as a positive control. D, Flow cytometry was used to detect the incorporation of Cy5.5‐labelled exosomes in FSP^+^ cells in lungs, and the percentage of Cy5.5^+^FSP^+^ cells were assessed. E, Immunofluorescence staining was used to examine the location of Cy5.5‐labelled exosomes and αSMA^+^ fibroblasts. Cy5.5^+^αSMA^+^ cells were quantitatively analysed, and representative images were shown. Scale bar, 50 µm. F, Cy5.5‐labelled exosomes were co‐cultured with primary lung fibroblasts for 3 h, and confocal microscopy was used to examine the uptake of exosomes. Cy5.5^+^ LLC exosomes in fibroblasts were quantitatively analysed, and representative images were shown. Scale bar, 10 µm. Exposure times for all slides were optimized using the unfixed slide. Each experiment was performed in triplicate, and data are presented as mean ± SD. Student's *t* test was used to analyse the data (***P < .001)

### 3.2 LLC‐derived exosomes promote tumour cells colonization

To explore the role of LLC‐derived exosomes in lung tumour seeding and colonization, we intravenously injected exosomes into mice through the tail vein before and after LLC cells transplantation (Figure 2A). HE staining showed that the numbers and areas of lung metastasis in the LLC‐derived exosomes group were increased (Figure 2B,C). This indicated that LLC‐derived exosomes could promote the colonization of LLC cells in lung. To further understand the metastatic microenvironment of lung, we analysed the population of immune cells in the lung. We found that the percentage of B220^+^ B cell was significantly increased in LLC‐derived exosomes group, whereas the numbers of CD4^+^, CD8^+^ T cells and CD11b, Gr1 marked MDSC showed no difference (Figure 2D,E). The result of immunohistochemistry further confirmed the increase of B cells in LLC‐derived exosomes group (Figure 2F). Taken together, these results indicate that LLC‐derived exosomes are able to induce the intrapulmonary colonization of lung tumour cells.

**Figure 2:**
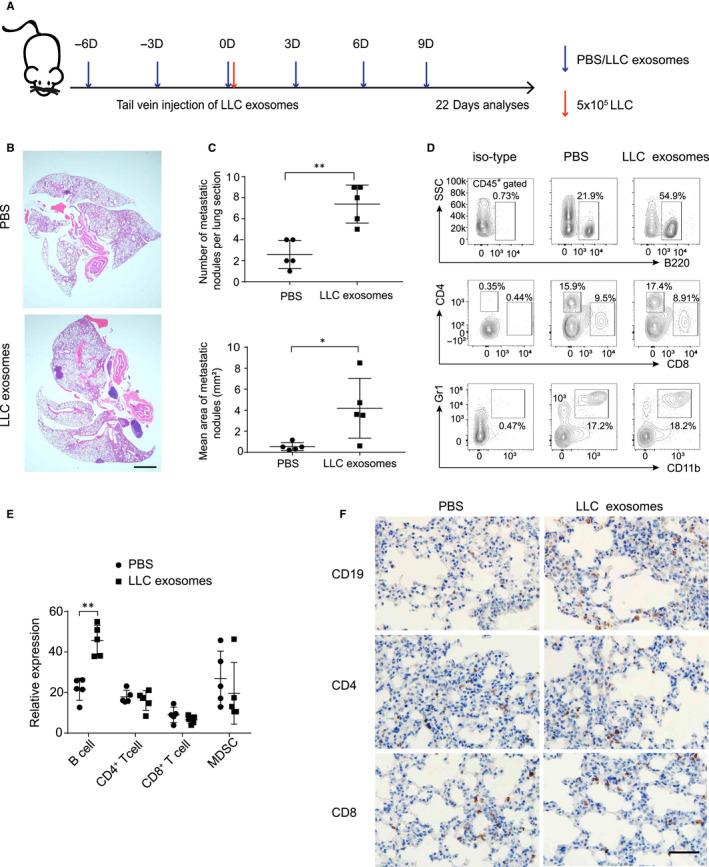
LLC‐derived exosomes could promote tumour cells colonization. A, Schematic diagram of exosomes treated animal experiment (n = 5). B, Representative H&E images of experimental lung sections in indicated groups. Scale bar, 1000 µm. C, Summarized the numbers and areas of lung metastasis in indicated groups. D and E, The proportion of immune cells in lungs were detected by flow cytometry. F, Representative images of mouse lung tissues stained with CD19, CD4 and CD8. Scale bar, 50 µm. Each experiment was performed in triplicate, and data are presented as mean ± SD Student's *t* test was used to analyse the data (*P < .05, **P < .01)

### 3.3 LLC‐derived exosomes activate the NF‐κB signalling pathway in fibroblasts by down‐regulating *Nfkbid*

Next, we performed agarose nucleic acid electrophoresis of LLC‐derived exosomal RNA, and the exosomal RNA blow 30 bp are considered as miRNAs (Figure 3A). 

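LLC cells are a mouse Lewis lung carcinoma cell line. RNA of the exosomes in their culture supernatant was hybridized to 2 Agilent mouse miRNA microarrays, 1 array for each of 2 independent experiments, with Cy3 as the only dye. The arrays analysed here carried LLC-derived exosomes alone, so the values describe 1 group and no difference between groups was tested. Each array held 58594 spots. Of these, 56430 belonged to 4415 probes for 1881 mouse miRNAs, with 30 spots for each miRNA. The authors deposited the output of Feature Extraction 10.7.1.1, in which the background had been subtracted from the fluorescence intensity of each spot and the arrays had not been normalized to each other. Spots marked as outliers by the software were left out, 1178 on the array of replicate 1 and 1134 on the array of replicate 2, and 0 spots were saturated. On the array of replicate 1, 7.59% of the miRNA spots were well above background, and on the array of replicate 2, 6.23%. The brightest negative control spot had an intensity of 9.45 on the first array and 9.35 on the second. To compare the arrays, each signal was divided by the 75th percentile of its array, taken over the 393 probes detected on both arrays, which was 50.2 intensity units for replicate 1 and 40.0 for replicate 2. A probe was taken as detected when its signal exceeded 3 times its error. Scaled signals at or below 0 were set to the lowest positive value of the array, the log2 was taken, and spots were averaged for each probe and probes for each miRNA. A level of 0 is therefore a signal at the 75th percentile, and a level of 1 is a signal 2 times as high. Both arrays lay on 1 slide and were scanned in 1 session, so slide and scan did not separate them, whereas the separate experiments did, and their number limits the precision of every level. The sample labels describe RNA preparation with a kit for blood, a globin removal step and labelling of amplified cRNA, whereas the paper names the MiRNeasy Mini Kit for exosomal miRNA in its PCR methods, and which of these was used for the arrays was not settled here.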

We further performed microarray analysis to generate miRNA profiles of LLC‐derived exosomes. Analysis of the two databases found that 4091 miRNAs were co‐expressed in LLC‐derived exosomes and predicted the signal pathways of these miRNAs target genes (Figure 3B,C). 

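Of the 1881 mouse miRNAs on the array, Feature Extraction called 253 detected in replicate 1 and 223 in replicate 2. Both replicates had 216 of them, which was 11.5% of the array, and 1621 miRNAs were detected in neither. Of the miRNAs detected in replicate 1, 85.4% were also detected in replicate 2, and of those detected in replicate 2, 96.9% were also detected in replicate 1. The number depended on the detection call. When a miRNA had to have a probe with at least 50% of its spots positive and significant against the background on both arrays, 474 miRNAs passed, and 133 passed when those spots had to be well above background. Across the 216 miRNAs, the levels of the 2 replicates had a Pearson's r of 0.936 and a Spearman's rho of 0.895, which were computed across miRNAs and not across independent samples. Under the alternatives tried, Pearson's r ranged from 0.903 in the authors' deposited log2 table to 0.970 with normexp background correction, for which Spearman's rho was 0.894. The median difference between the replicates was 0.35 on the log2 scale without regard to sign. With sign, the median of replicate 2 minus replicate 1 was 0.21, so levels tended to be higher in replicate 2 after the scaling. Levels lay more than 1 log2 unit apart for 29 miRNAs, of which 23 had a probe that was not detected on at least 1 array. The databases named in Fig. 3B, miRWalk and miRDB, hold predicted miRNA targets and were not used here.

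**Figure D1:**
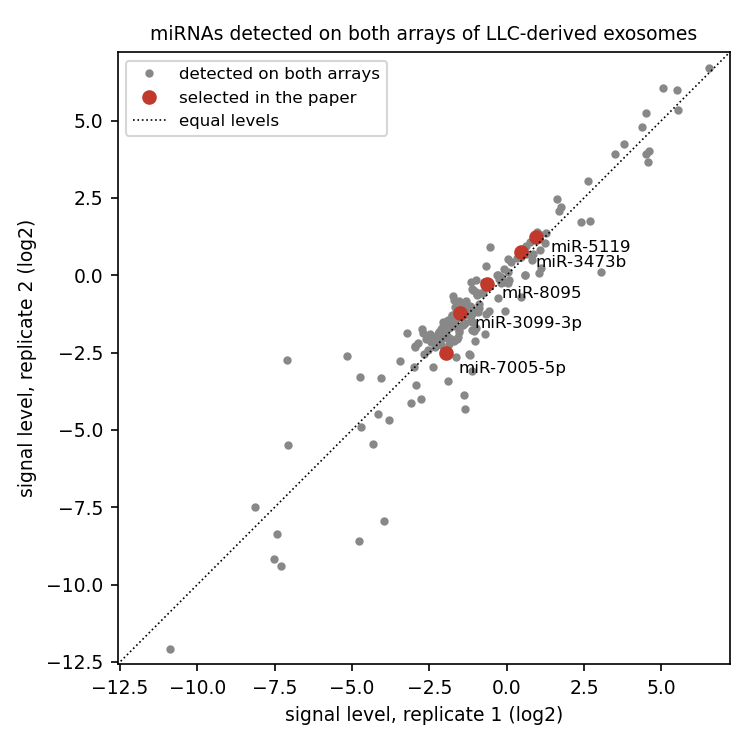
Signal level of the 216 miRNAs detected on both arrays, with replicate 1 on the horizontal axis and replicate 2 on the vertical axis, both as log2 relative to the 75th percentile of the array. Each point is 1 miRNA, the dotted line marks equal levels, and the miRNAs selected in the paper are in red and lie near that line, whereas the 14 miRNAs with a mean level under -4 each have a probe that was not detected on at least 1 array.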

To investigate how LLC‐derived exosomes affect fibroblasts and promote lung metastasis, we performed RNA sequencing (RNA‐Seq) of LLC‐derived exosomes‐stimulated fibroblasts. Totally, 109 differentially expressed genes were identified (Figure S2A). KEGG pathway classification analysis found that the cluster of infectious diseases and immune system‐related genes were highly enriched (Figure S2B). LLC‐derived exosomes increased the expression of inflammatory response‐related genes, such as *Tl1*, and down‐regulated *Nfkbid* in fibroblasts, which were further confirmed by qRT‐PCR (Figure S2C). Interestingly, *Nfkbid* gene encodes NFKBID protein, which is a member of atypical inhibitor of NF‐κB by interacting with p50.^27^ 

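The miRNAs drawn around *Nfkbid* in Fig. 3D were read from the figure, in which the labels read here as miR-7052-3p, miR-7083-3p and miR-7085-3p are hard to make out. All 23 names were on the array. Both replicates detected 22 of them, which were miR-294-3p, miR-483-3p, miR-877-3p, miR-1249-3p, miR-1982-5p, miR-3099-3p, miR-3102-5p, miR-3473b, miR-3620-3p, miR-5119, miR-6769b-3p, miR-6923-3p, miR-6924-3p, miR-6980-3p, miR-7005-5p, miR-7036a-5p, miR-7047-3p, miR-7052-3p, miR-7085-3p, miR-7211-5p, miR-8095 and miR-8110. The remaining miRNA, miR-7083-3p, was detected in neither replicate. The label read as miR-7052-3p or the one read as miR-7083-3p may stand for miR-7082-3p, which both replicates detected with a level of -1.21 ± 0.20 (SD, n = 2 arrays). With miR-7082-3p in place of miR-7083-3p, 23 of the 23 were detected, and with it in place of miR-7052-3p, 22. When at least 50% of the spots of a probe had to be well above background on both arrays, 13 of the 23 were detected. Of the 5 miRNAs selected in the paper, miR-7005-5p failed this call. In replicate 2, 0 of 15 spots of each of its probes were well above background. The mean intensities of these probes were 10.1 and 5.91 there, against 9.35 for the brightest negative control spot.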

Then, we screened twenty‐three miRNAs that could target *Nfkbid* (Figure 3D). Five miRNAs with the highest relative expression were selected, and the alignments between the sequences of those five miRNAs and the full length of the *Nfkbid* sequence were then determined, indicating that the *Nfkbid* coding sequences were their potential targets (Figure 3E). qRT‐PCR further verified the expression of those five miRNAs in LLC‐derived exosomes, among which miR‐3473b was the highest (Figure 3F).

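Among the 23 miRNAs of Fig. 3D, miR-8110 had the highest signal on the arrays, with a level of 4.12 ± 0.63 (SD, n = 2 arrays), followed by miR-7036a-5p with 2.04 ± 0.59. The selected miRNAs miR-5119, miR-3473b and miR-8095 came next, with levels of 1.08 ± 0.20, 0.61 ± 0.20 and -0.45 ± 0.25, at ranks 3, 4 and 5. The other selected miRNAs were miR-3099-3p, with a level of -1.38 ± 0.20 at rank 11, and miR-7005-5p, with a level of -2.23 ± 0.39 at rank 20. Thus, 3 of the 5 selected miRNAs were among the 5 with the highest signal. If the label read as miR-7052-3p or the one read as miR-7083-3p was miR-7082-3p, miR-3099-3p was at rank 12 and miR-7005-5p at rank 21, and the first 5 ranks stayed the same. On each array the level of miR-5119 was above that of miR-3473b, at 0.94 against 0.47 in replicate 1 and 1.23 against 0.75 in replicate 2. Probes of different miRNAs bind with different strength, so these are ranks of signal and not of the amount of miRNA. The level of miR-3473b moved most in the authors' deposited log2 table, to 5.13, a value on another scale, and its rank among the 23 was 4 there as well. The 2 probes of miR-3473b were detected on both arrays, with levels of 0.24 and 0.70 in replicate 1 and 0.56 and 0.94 in replicate 2. The probes of miR-5119 differed more, from -0.29 to 2.34 in replicate 1 and from -0.04 to 2.62 in replicate 2. Of the 2 probes of miR-7005-5p, 1 was not detected on either array. For the 3 miRNAs whose mimic sequences are listed in Supplementary Table 3, the bases drawn as paired with *Nfkbid* in Fig. 3E are at the 3′ end. Counted from the 5′ end of the mimic sequences, they are positions 14 to 20 of miR-3473b, 14 to 19 of miR-5119 and 17 to 22 of miR-7005-5p. Those of miR-8095 and miR-3099-3p were not examined. From these alignments, the paper proposes that the *Nfkbid* coding sequence is a potential target of the selected miRNAs.

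**Figure D2:**
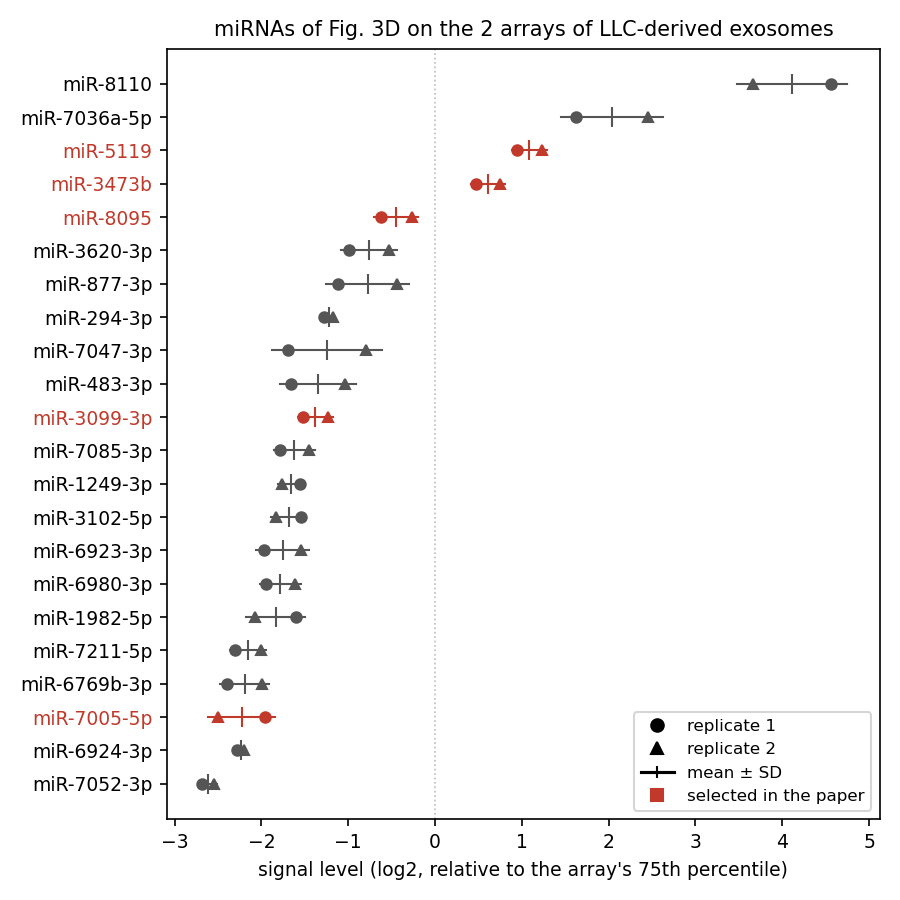
Signal level, as log2 relative to the 75th percentile of the array, of the 22 miRNAs of Fig. 3D detected on both arrays, in order of their mean. Circles are replicate 1, triangles replicate 2, ticks the mean and horizontal lines the SD, and the selected miRNAs, in red, range from 1.08 for miR-5119 to -2.23 for miR-7005-5p.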

**Figure 3:**
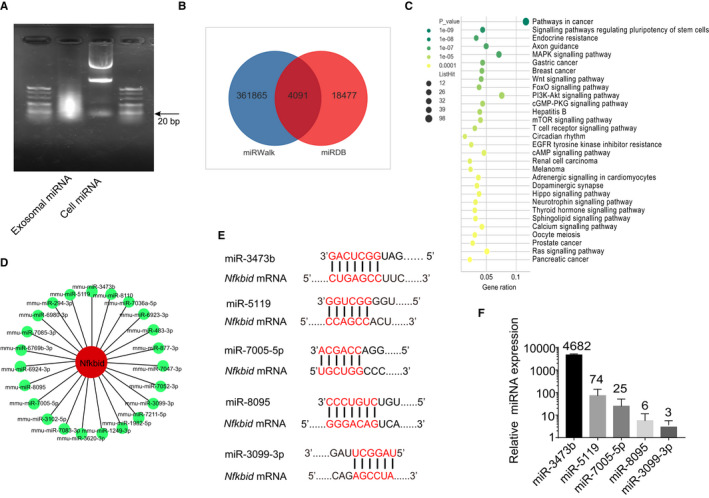
The identified miRNAs that could target the *Nfkbid*. A, Expression pattern of exosomal RNA and LLC‐derived RNA was shown by electropherogram. B, Microarray analysis identified 4091 miRNAs expression in LLC‐derived exosomes. C, Microarray analysis showed the signal pathways of these LLC‐derived exosomal miRNAs target genes. D, The interaction network of identified miRNAs that potentially targets *Nfkbid* gene. E, The binding sites between miRNAs and *Nfkbid* were shown. F, The expression of the five miRNAs with the highest relative expression was verified by qRT‐PCR. Each experiment was performed in triplicate

### 3.4 LLC‐derived exosomal miR‐3473b induces the NF‐κB activation and inflammatory cytokines expression in fibroblasts

Next, we confirmed that LLC‐derived exosomes activated NF‐κB signalling pathway in fibroblasts, whereas AKT, ERK and JNK signalling pathways were slightly activated (Figure 4A). Other inflammatory genes such as *Il6, Ccl1, Ccl2, Ccl5* and *Cxcl2* were also increased (Figure S2C). Moreover, immunofluorescence results further confirmed that p‐p65 was highly expressed in αSMA + fibroblasts after 2 week's exosomes stimulation in vivo (Figure 4B). The above results show that LLC‐derived exosomes could activate the NF‐κB signalling pathway in fibroblasts by down‐regulating *Nfkbid*. To verify that LLC‐derived exosomal miRNAs could down‐regulate *Nfkbid*, we designed the mimics of miR‐3473b, miR‐5119 and miR‐7005‐5p. As expected, these miRNA mimics could reduce the expression of *Nfkbid* in fibroblasts, particularly miR‐3473b mimic (Figure 4C). Surprisingly, Exosomal miR‐3473b, not miR‐3473b mimic, could activate NF‐κB singling pathway, which suggests exosomal miR‐3473b activates the NF‐κB pathway is exosomes dependent. (Figure 4D). Further transfection experiments proved miR‐3473b inhibitor could abolish the exosomes induced NF‐κB activation in fibroblasts (Figure 4D, E). It has been demonstrated that NF‐κB is critical for tumour‐promoting inflammation which induced by tumour‐associated fibroblasts in many types of human cancer.^28^ Here, miR‐3473b inhibitor significantly reduced the exosome‐mediated inflammatory genes including *Il6, Ccl1, Ccl2, Ccl5* and *Cxcl2* expression in fibroblasts (Figure 4F), which suggest the potential role of exosomal miR‐3473b in establishing tumour‐promoting inflammation environment.

**Figure 4:**
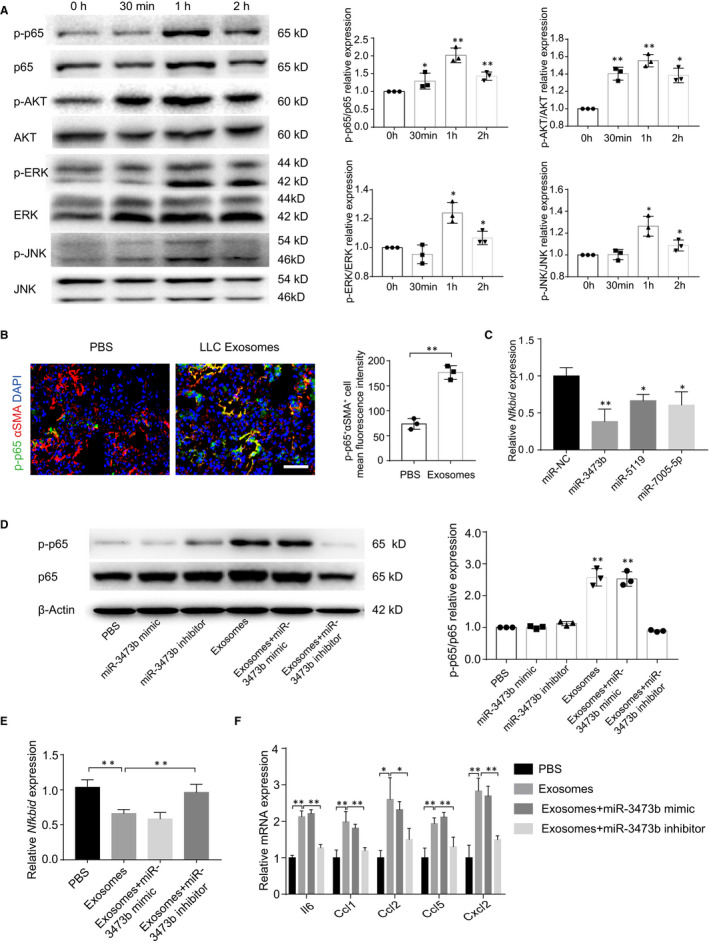
LLC‐derived exosomal miR‐3473b activated NF‐κB signalling pathway of fibroblasts. A, Western blot and densitometry analysis were used to determine and evaluated the expression of phosphorylated and total p65, AKT, ERK and JNK in fibroblasts, which stimulated with LLC‐derived exosomes in different time‐points. B, Immunofluorescence staining tested the expression of p‐p65 and αSMA in mouse lung tissues. p‐p65^+^αSMA^+^ cells were quantitatively analysed, and representative images were shown. Scale bar, 100 µm. Exposure times for all slides were optimized using the unfixed slide. C, The expression of *Nfkbid* in the miRNA mimic‐treated fibroblasts was detected by qRT‐PCR analysis. D, Western blot and densitometry analysis were used to verify and evaluated the expression of p‐p65 in the miR‐3473b mimic and inhibitor‐treated fibroblasts. E, The expression of *Nfkbid* in the miR‐3473b mimic and inhibitor‐treated fibroblasts was detected by qRT‐PCR analysis. F, The inflammatory genes in the miR‐3473b mimic and inhibitor‐treated fibroblasts were detected by qRT‐PCR analysis. Each experiment was performed in triplicate, and data are presented as mean ± SD Student's *t* test was used to analyse the data (*P < .05, **P < .01)

### 3.5 LLC‐derived exosomal miR‐3473b plays a major role in lung tumour cells colonization

To detect the effect of miR‐3437b on lung tumour cells colonization, we injected LLC‐derived exosomes and exosomes mixed with miR‐3437b mimic or inhibitor into mice through the tail vein and, subsequently, injected LLC cells (Figure 5A). HE staining confirmed that the numbers and areas of lung metastasis in the miR‐3437b inhibitor‐treated mice were significantly reduced (Figure 5B,C). Moreover, miR‐3437b inhibitor treatment also reduced the B cells number in lungs (Figure S3A,B). To further investigate that the exosome induced LLC colonization was mediated by the increased inflammatory cytokines, we sorted lung fibroblasts from those four groups. RT‐PCR results showed *Il‐6* and *Ccl1* expression in miR‐3437b inhibitor‐treated group were clearly down‐regulated. Together, these data demonstrated that exosomal miR‐3473b could promote tumour cells colonization in the lung, which may relate to the inflammatory tumour‐promoting environment.

**Figure 5:**
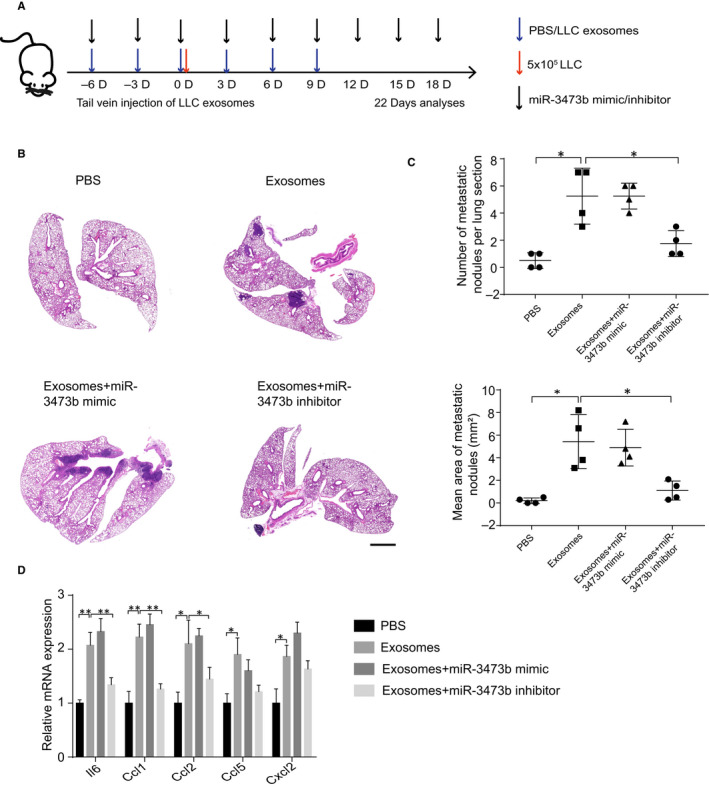
Exosomal miR‐3473b plays a major role in lung tumour cells colonization. A, Schematic diagram of exosomes or miR‐3473b inhibitor injection into the tail vein of mice (n = 4). B, Representative H&E images of experimental lung sections in three groups. Scale bar, 1000 µm. C, Summarized the numbers and areas of lung metastasis in three groups. D, qRT‐PCR was used to detect the inflammatory genes in the miR‐3473b mimic and inhibitor‐treated fibroblasts, which were sorted from the four treatment groups. Each experiment was performed in triplicate, and data are presented as mean ± SD Student's *t* test was used to analyse the data (*P < .05, **P < .01)

## 4 DISCUSSION

The intercellular communication in tumour microenvironment is responsible for tumour progression and metastasis. To clarify the mechanisms of exosome‐mediated crosstalk between tumour cells and stroma cells is very necessary. In this study, we firstly demonstrated that miR‐3473b, contained in the LLC‐derived exosomes, could activate the NF‐κB signalling pathway of lung fibroblasts and local inflammation, leading to enhanced intrapulmonary colonization of lung tumour cells. This provides a new mechanism of lung tumour‐derived exosomes induced tumour cells colonization by communicating with local fibroblasts.

As a new intracellular communication tool, exosomes play a vital role in tumour progression.^29^, ^30^ Studies indicate that primary tumour‐secreted exosomes could travel far from their original site and modify the local cells in the new metastatic site, and facilitate the primary tumour cells colonization in a second organ site.^31^, ^32^ For example, primary lung tumour‐derived exosomes could be absorbed by lung epithelial cells, leading to chemokine secretion and neutrophils recruitment, consequently resulting in lung PMN formation and lung metastasis.^33^ Our LLC‐derived exosomes tracking experiment suggested that more than 50% of pre‐injected exosomes were taken up by lung fibroblasts, whereas others were phagocytosed by immune cells. Although there have many different cell types in lung, the reason of fibroblasts and immune cells uptake majority of exosomes is not known yet.

It has been demonstrated that exosomes play key roles in fibroblasts activation, and the activated fibroblasts could promote tumour progression by producing inflammatory cytokines and growth factors. Goulet et al found that bladder tumour‐derived exosomes induce the bladder associated fibroblasts differentiate into pro‐tumour phenotype and secret high amount of pro‐inflammatory cytokine IL‐6.^34^ Gastric lung tumour‐derived exosomal miR‐27a converts fibroblasts to CAFs and promotes the proliferation, migration and metastasis of cancer cells both in vitro and in vivo.^35^ Here, our results suggested lung tumour‐derived exosomes promote the proliferation and inflammatory cytokines secretion in fibroblasts. Our RNA‐seq and exosomal microarray identified miR‐3473b was the most significant factor, which mediated the activation of NF‐κB in fibroblasts by targeting the *Nfkbid* gene. 

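In the microarray of LLC-derived exosomes, miR-3473b had rank 33 by signal among the 216 miRNAs detected in both replicates, and 14.8% of them had a higher signal. Its rank was 36 in replicate 1 and 29 in replicate 2, and 48 with the total signal that Feature Extraction gives for each miRNA. Over both arrays, 125 of 476 such totals lay above the sum of the miRNA's own detected probes. With that sum, an alternative added after the values were seen, the rank of miR-3473b was 35. The array held 7 members of the miR-3473 family, and miR-3473a, miR-3473b, miR-3473c and miR-3473g were detected in both replicates. The signal of miR-3473g was at rank 19, with a level of 1.31 ± 0.07 (SD, n = 2 arrays). The level of miR-3473c was -2.13 ± 0.16, with 1 of its 2 probes not detected in replicate 2, and 1 of the 2 probes of miR-3473a was not detected on either array. In contrast, miR-3473e was detected in replicate 1 only, and miR-3473d and miR-3473f were detected in neither. Whether probes of this family bind more than 1 member was not examined, because the probe sequences were not used here. The RNA-seq of fibroblasts was not analysed here.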

Of note, the miR‐3473b mimic cannot significantly up‐regulate the phosphorylation of p65, which suggests exosomal miR‐3473b activates the NF‐κB pathway is exosome‐dependent.

The function of miR‐3473b in tumour progression is not known yet. Wang et al reported that miR‐3473b was up‐regulated in mice brain following cerebral ischaemia and miR‐3473b antagomir could reduce the pro‐inflammatory gene expression in microglial,^19^ which indicates that miR‐3473b may have a role in the initiation of inflammation. Our miR‐3473b mimic and inhibitor‐based experiments revealed the function of miR‐3473b on NF‐κB activation and inflammatory cytokines expression in fibroblasts. Most importantly, inhibition of miR‐3473b could reverse lung tumour‐derived exosome‐mediated intrapulmonary colonization of lung tumour cells. Thus, our data indicate the pro‐inflammatory and tumour‐promoting function of miR‐3473b.

Increased chronic inflammation is a vital factor of tumour growth and metastasis.^36^ Lung pre‐metastatic niche‐derived pro‐inflammatory cytokines S100A8/9 could induce the secretion of serum amyloid A (SAA) 3, subsequently recruit Mac1^+^ macrophages and establish an inflammatory pre‐metastatic niche.^37^ Although we found miR‐3473b could induce the expression of pro‐inflammatory cytokines *Il6*, the mechanism of how these cytokines accelerate lung tumour cells colonization is still elusive. Interestingly, we found that B cell number in LLC‐derived exosomes injected mice lungs was significantly increased after lung tumour cells transplanted, and they were blocked by miR‐3473b inhibitor. The function of B cells remains controversial, particularly in tumour progression. Recent literatures illustrated the critical effects of B cells on immunotherapy responses, but the tumour‐promoting functions of B cells have been reported. For example, primary tumours induce B cell aggregation in draining lymph nodes, and these B cells selectively promote breast cancer lymph node metastasis through HSPA4‐targeting of IgG.^38^ In addition, B cell can also produce a variety of immunomodulatory cytokines that inhibit anti‐tumour immune responses by inhibiting effector cells such as CD8^+^ CTL and NK cells.^39^ Nevertheless, how LLC‐derived exosomes with or without LLC cells induced B cells accumulation and its role in lung tumour cell colonization remains to be further investigated.

Tumour seeding and colonization are the key paradigm for the initiation of metastasis. It has been documented that the systemic effects of tumour‐secreted factors and extracellular vesicles are the key elements for tumour cells colonization.^5^ Our results indicated that exosomes pre‐injection could active the local lung fibroblasts, induce its pro‐inflammatory cytokines secretion, and this might benefit for establishing an appropriate microenvironment for lung tumour cells seeding and outgrowth, the key step for tumour metastasis. Of note, to maintain the established tumour‐promoting environment, primary tumour cells continued to release exosome during the colonization of circulating tumour cells (CTCs).^40^ To mimic the existent of primary tumour cells, which could continuously release exosomes to blood circulation, we injected additional three times of exosomes to maintain the pro‐tumour seeding microenvironment after LLC exosomal pre‐injection and lung tumour cells transplantation. However, the disadvantage of the animal model is the numbers of exosome released from primary tumour cells are difficult to known and control, and more specific experiments need to be designed.

It is widely accepted that metastatic sites are not passive receivers of CTCs. The primary tumour prepared suitable environment for the seeding and outgrowth of CTCs by establishing PMN before metastatic spread.^41^ Studies are focused on understanding the pathological processes occurring before the development of PMN, wish to identify new targets to fight metastasis.^42^ Akoko et al found lung tumour cells could up‐regulate the expression of miR‐21 in lung fibroblasts, thus facilitate tumour progression by secreting calumenin.^43^ Myeloma cells reprogramme the bone marrow microenvironment by promoting the expression of miR‐27b‐3p and miR‐214‐3p in marrow fibroblasts.^44^ Those tumour‐derived miRNAs are potential targets for blocking the PMN and metastasis. Our results identified LLC‐secreted exosomal miR‐3473b could promote tumour cells colonization by modifying local fibroblasts’ behaviour, and targeting miR‐3473b could reduce the lung tumour cells seeding and outgrowth in lungs. However, the level of miR‐3473b in clinical lung tumour patients and its effect on lung fibroblasts still need to be further investigated.

In summary, this study indicates that the lung tumour‐derived exosomal miR‐3473b actives the NF‐kB pathway in local lung fibroblasts by targeting *Nfkbid* gene, leading to enhanced intrapulmonary colonization of lung tumour cells. Our study illustrates a new molecular mechanism of the communication between lung tumour cells and fibroblasts to facilitate lung tumour metastasis, providing a potential therapeutic target for lung cancer metastasis.

## CONFLICTS OF INTEREST

The authors declare no conflict of interest.

## AUTHOR CONTRIBUTIONS

**Cancan Du:** Data curation (lead); Formal analysis (lead); Investigation (lead); Software (lead); Visualization (lead); Writing‐original draft (lead). **Xixi Duan:** Methodology (equal). **Xiaohan Yao:** Methodology (equal). **Jiajia Wan:** Methodology (equal). **Yanru Cheng:** Methodology (supporting). **Yuan Wang:** Methodology (supporting). **Yan Yan:** Methodology (supporting). **LiJing Zhang:** Methodology (supporting). **Linyu Zhu:** Conceptualization (supporting). **Chen Ni:** Conceptualization (supporting). **Ming Wang:** Conceptualization (lead); Funding acquisition (equal); Investigation (equal); Project administration (lead); Supervision (equal); Validation (equal); Visualization (equal); Writing‐original draft (supporting); Writing‐review & editing (lead). **Zhihai Qin:** Conceptualization (equal); Funding acquisition (equal); Project administration (equal); Supervision (equal); Writing‐review & editing (supporting).

## Supporting information

Supinfo Click here for additional data file.

## Data Availability

The microarray data were submitted to the Gene Expression Omnibus (GEO) database (accession number: GSE142584). The RNA sequencing data were uploaded in the Gene Expression Omnibus (GEO) database. The accession number is PRJNA597422. All other data supporting the findings of this study are available within the article and its Supporting Information files.

# Supplementary material for: Tumour‐derived exosomal miR‐3473b promotes lung tumour cell intrapulmonary colonization by activating the nuclear factor‐κB of local fibroblasts
**Source:** J Cell Mol Med. 2020 May 25;24(14):7802–13. doi: 10.1111/jcmm.15411
**Supplement:** Supplementary file 1 — Supinfo

**
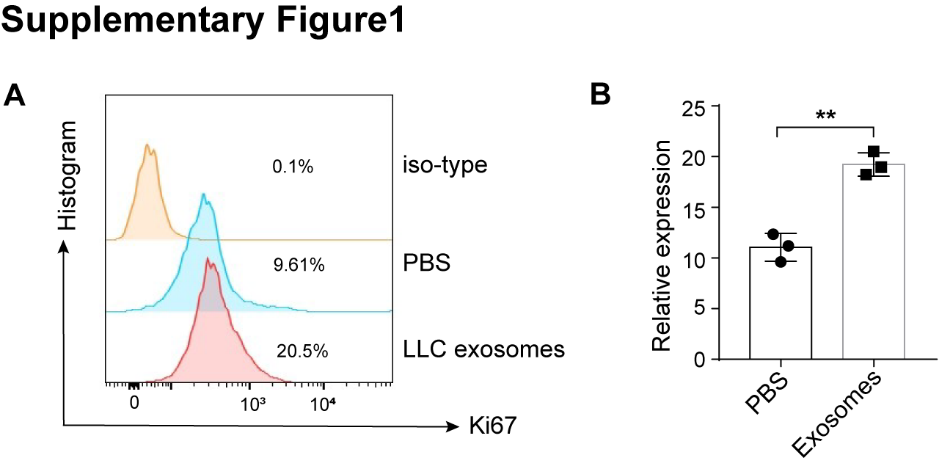
**

**Supplementary Figure.1.**

(A and B) Flow cytometry was used to detect the proliferation of LLC-derived exosomes-treated fibroblasts. The experiment was performed in triplicate, and data are presented as mean ± s.d. Student’s t-test was used to analyze the data (**P < 0.01).

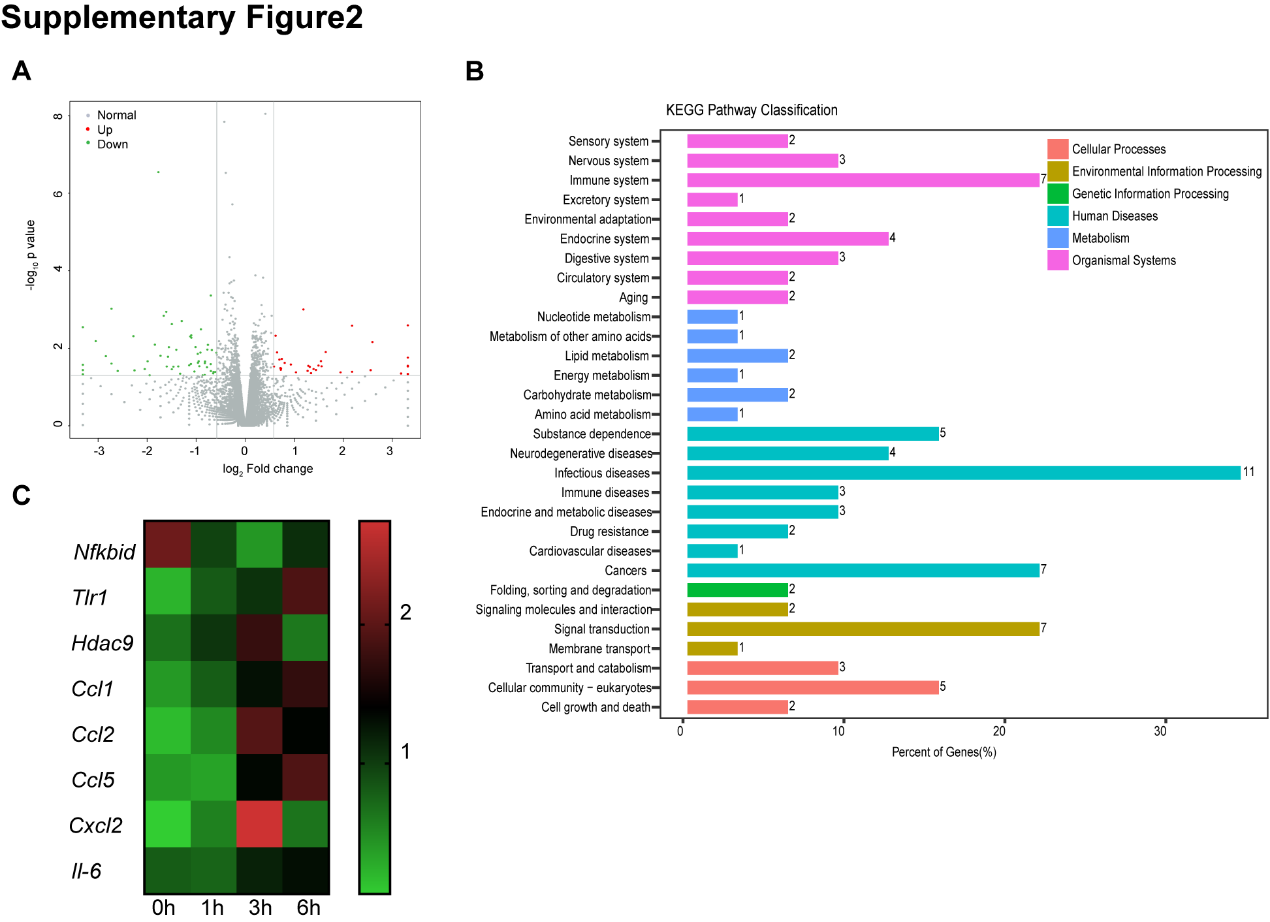

**Supplementary Figure.2.**

(A and B) RNA-Seq was performed to analyze genes expression in LLC-derived exosomes or PBS stimulated fibroblasts, the volcanic plot showing the differently expressed genes (A), the main KEGG pathways that are associated with the changed genes (B). (C) qRT-PCR verified inflammatory genes expression in fibroblasts which stimulated with LLC-derived exosomes in different time points.

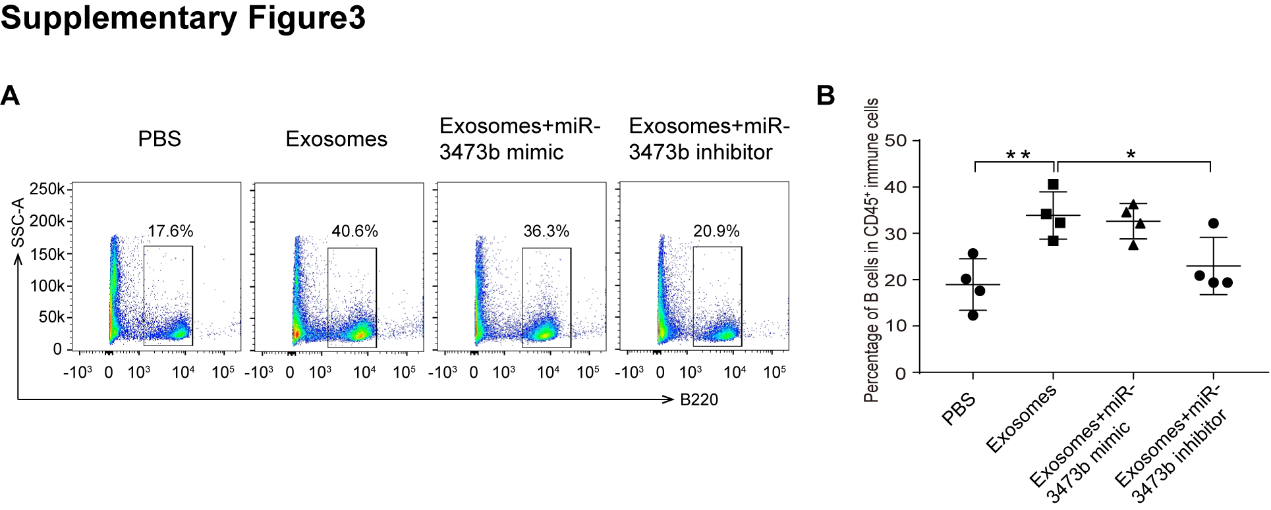

**Supplementary Figure.3.**

(A and B) The proportion of B cell in lung were detected by flow cytometry (n=4). Student’s t-test was used to analyze the data (*P < 0.05, **P < 0.01).

**Supplementary Table 1.** Details of antibodies.

| **Antibodies** | **Company** | **Lot No.** | [**concentration**](javascript:;) |
| --- | --- | --- | --- |
| CD45-Alexa Fluor700 | Biolegend | 103128 | 1:100 |
| FSP | Thermo Fisher | MA5-32347 | 1:100 |
| α-SMA | Abcam | ab21027 | 1:200 |
| CD63 | ABclonal | A5271 | 1:500 |
| Hsp90 | Cell Signaling Technology | 4877S | 1:1000 |
| Collagen type I | Proteintech | 14695-1-AP | 1:1000 |
| Fibronectin | Proteintech | 15613-1-AP | 1:1000 |
| p-p65 | Cell Signaling Technology | 3033 | 1:1000 |
| P65 | Cell Signaling Technology | 8042 | 1:1000 |
| p-AKT | Cell Signaling Technology | 4060 | 1:1000 |
| AKT | Cell Signaling Technology | 2920 | 1:1000 |
| p-ERK | Cell Signaling Technology | 4370S | 1:1000 |
| ERK | Cell Signaling Technology | 4695S | 1:1000 |
| p-JNK | Cell Signaling Technology | 4668S | 1:1000 |
| JNK | Cell Signaling Technology | 9258S | 1:1000 |
| B220-APC | Biosciences | 553092 | 1:100 |
| CD8-PerCP | Biolengend | 100732 | 1:100 |
| CD4-APC/Cy7 | Biolengend | 100413 | 1:100 |
| Ly-6G-APC | eBioscience | 17-5931-82 | 1:100 |
| CD11b-FITC | Biosciences | 553310 | 1:100 |
| Ki67 | Biolegend | 652401 | 1:100 |
| CD4 | Cell Signaling Technology | 25229 | 1:50 |
| CD8 | Cell Signaling Technology | 98941 | 1:200 |
| CD19 | Cell Signaling Technology | 90176 | 1:600 |
| Alexa Fluor 488 donkey anti-rabbit IgG | Thermo Fisher | A21206 | 1:400 |
| Alexa Fluor 488 donkey anti-goat IgG | Thermo Fisher | A11055 | 1:400 |

**Supplementary Table 2.**Sequences of primers.

| **Primer** | **Sequences** |
| --- | --- |
| *Nfkbid* | 5'-TCCAAGGATGCAGAATTCCC-3'  5'-GCTTGTATGACTGGCACCCAT-3' |
| *Tlr1* | 5'- AAGGTGATCTTGTGCCACCCAACAGTC -3'  5'- GATGGTGACAGTCAGCAGAACAGTATC-3' |
| *Hdac9* | 5'-CAGCAATAAGGAAAAGGCTGGG -3'  5'-GGTTGTTCACGTGGCAATGG -3' |
| *Ccl1* | 5'- CTCCACCAGACATTCGGCG -3'  5'- CATCCTGTATCCACACGGCA -3' |
| *Ccl2* | 5'- TTTTGTCACCAAGCTCAAGAGA -3'  5'- ATTAAGGCATCACAGTCCGAGT-3' |
| *Ccl5* | 5'- GCTGCTTTGCCTACCTCTCC-3'  5'- TCGAGTGACAAACACGACTGC -3' |
| *Cxcl2* | 5'- GCTTGAGTGTGACGCCCCCAGG -3'  5'- GTTAGCCTTGCCTTTGTTCAGTATC -3' |
| *Il6* | 5'-ACCCCAATTTCCAATGCTCTC -3'  5'-CATAACGCACTAGGTTTGCCG -3' |
| *Il10* | 5'-AAGGGTTACTTGGGTTGCCA -3'  5'-TTCAGCTTCTCACCCAGGGA -3' |
| *Fsp* | 5'- CACTTCCTCTCTCTTGGTCTGG-3'  5'- GTCACCCTCTTTGCCTGAGT -3' |
| *Acta2* | 5'- GTACCCAGGCATTGCTGACA -3'  5'- GCTGGAAGGTAGACAGCGAA -3' |
| *Fap* | 5'- GTGGAAGACAGACTTGCTTCTTT-3'  5'- TGTTCTGAAATCCAGTTGGGA -3' |
| *GAPDH* | 5'- AGGTCGGTGTGAACGGATTTG -3'  5'-TGTAGACCATGTAGTTGAGGTCA-3' |
| mmu-miR-3473b | 5'-GCGGGCTGGAGAGATG -3'  5'-GTGCAGGGTCCGAGGT -3' |
| mmu-miR-5119 | 5'-GCGCCATCTCATCCTGG -3'  5'-GTGCAGGGTCCGAGGT -3' |
| mmu-miR-8095 | 5'-GCGCAAAGGATTCTGCTGTC -3'  5'-GTGCAGGGTCCGAGGT -3' |
| mmu-miR-3099-3p | 5'-GCGCTAGGCTAGAGAGAGGT -3'  5'-GTGCAGGGTCCGAGGT -3' |
| mmu-miR-7005-5p | 5'-CCTGGGGATGGGAGGA -3'  5'-GTGCAGGGTCCGAGGT -3' |
| U6 | 5'-CTCGCTTCGGCAGCACA -3'  5'-AACGCTTCACGAATTTGCGT -3' |

**Supplementary Table 3.**Sequences of miRNA mimics.

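A mimic is a double-stranded RNA that supplies a miRNA to the cells it is transfected into. The first strand listed for each mimic was taken as the sequence of the miRNA, with 20 bases for miR-3473b, 19 for miR-5119 and 22 for miR-7005-5p, and the second strand is the full complement of the first in all 3 mimics. For miR-3473b the first strand is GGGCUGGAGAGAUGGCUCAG and its complement is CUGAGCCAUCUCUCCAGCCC. The negative control mimic was not examined here.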

| **Primer** | **Sequences** |
| --- | --- |
| mmu-miR-3473b | 5'-GGGCUGGAGAGAUGGCUCAG -3'  5'-CUGAGCCAUCUCUCCAGCCC -3' |
| mmu-miR-5119 | 5'-CAUCUCAUCCUGGGGCUGG-3'  5'-CCAGCCCCAGGAUGAGAUG-3' |
| mmu-miR-7005-5p | 5'-CCUGGGGAUGGGAGGACCAGCA-3'  5'-UGCUGGUCCUCCCAUCCCCAGG-3' |
| mimics-nc | 5'-UUCUCCGAACGUGUCACGUTT -3'  5'-ACGUGACACGUUCGGAGAATT-3' |

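A miRNA inhibitor is a single-stranded RNA that is made to pair with a miRNA and keep it from its targets. The inhibitor listed in the supplement for miR-3473b, UGCUGGUCCUCCCAUCCCCAGG, has 22 bases. Its longest run of bases complementary to the first strand of the miR-3473b mimic is 5, against 7 for miR-5119 and 22 for miR-7005-5p. The listed sequence is thus identical to the second strand of the miR-7005-5p mimic.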

**Supplementary Table 4.**Sequences of miRNA inhibitor.

| **Primer** | **Sequences** |
| --- | --- |
| mmu-miR-3473b | 5'-UGCUGGUCCUCCCAUCCCCAGG-3' |
| inhibitor-nc | 5'-CAGUACUUUUGUGUAGUACAA-3' |

**Abbreviations:** NFKBID, NFKB inhibitor delta; MPLC, multiple primary lung cancer; MIF, migration inhibitory factor; SOCS3, suppressor of cytokine signaling 3; MCAO, middle cerebral artery occlusion; CAF, cancer-associated fibroblast; HCC, Hepatocellular carcinoma; NF-κB, nuclear factor-κB; LLC, Lewis lung carcinoma; FSP, fibroblast specific protein; α-SMA, α-smooth muscle actin;

How the deposited data were processed for this re-analysis (not part of the article)

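The miRNA content of LLC-derived exosomes was measured on 2 Agilent mouse miRNA microarrays, 1 for each replicate. The authors deposited the fluorescence intensity of every spot as given by Feature Extraction 10.7.1.1, with the background subtracted and without normalization between arrays, together with totals for each probe and miRNA and detection flags. The authors also deposited a table of log2 values for each miRNA. How that log2 table was made is not stated in the text of the paper or in its supplement, and both of its columns hold the same set of sorted values, as after quantile normalization. Its scale and centring therefore stay unknown. The median of each column was -3.32, which is also its lowest value. The table was used as an alternative only.

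From the intensities, control spots and spots marked as outliers were left out, and saturated spots would have been kept, but there were 0. Each signal was divided by the 75th percentile of its array over the probes detected on both arrays, values at or below 0 were set to the lowest positive scaled value of the array, and log2 was taken. The spots of each probe were averaged, then the probes of each miRNA, and levels are given as mean ± SD over the 2 arrays. A probe was taken as detected when its total signal exceeded 3 times its error, and a miRNA when Feature Extraction called it detected on both arrays. Of the 4415 probes, 483 were detected in replicate 1 and 406 in replicate 2. With 1 group of 2 arrays, no comparison between groups was made and no p-value was computed.

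The miRNAs named in the text were fixed before the data were examined. They are the 5 selected in the paper, the other miRNAs of Fig. 3D where they were detected or among the 5 highest of the 23, the 10 miRNAs with the highest level, the miR-3473 family and the miRNAs that the paper names from other studies. The miRNAs miR-7082-3p, miR-7083-3p, miR-5131 and miR-1188-3p fall outside this rule, and they were named after their values were seen. The analysis used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and R 4.3.3 with limma 3.58.1 for normexp background correction with an offset of 50. All 5 selected miRNAs were matched to a gene symbol in a mouse reference table of the assembly GRCm38.p6, which was used for names only.

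The computation was tested on simulated arrays with 200 miRNAs carrying signal among 1881. All 200 were detected on both arrays, and the largest error of a centred level was 0.04 on the log2 scale. Both values depend on the signal and noise set in the simulation, so they check the arithmetic only. They do not measure detection or error for dim miRNAs on the real arrays. There, 75 of the 216 detected miRNAs had a probe that was not detected on either or both arrays. The alternatives covered the detection call, the scaling, the background correction, the summary of probes, the deposited log2 table, the filter on dim miRNAs and each replicate left out. A search of the *Nfkbid* transcript for miRNA sites and of the genome for copies of the miRNA sequences was planned and not run, because no transcript or genome sequence was used here. The RNA sequencing of fibroblasts was not analysed here.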

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

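All tests in this part were chosen after the levels were seen.

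Of the 10 miRNAs with the highest mean level over the 2 arrays, 9 are not named in the paper, and each of them lay above every negative control spot on both arrays. Their levels were 6.62 ± 0.12 for miR-6366, 5.74 ± 0.36 for miR-466i-5p, 5.54 ± 0.72 for miR-1224-5p, 5.44 ± 0.15 for miR-3963, 4.86 ± 0.52 for miR-6769b-5p, 4.58 ± 0.31 for miR-574-5p, 4.31 ± 0.41 for miR-5126, 4.21 ± 0.39 for miR-5100 and 4.01 ± 0.32 for miR-3082-5p (SD, n = 2 arrays). The exception among the 10 was miR-8110, which is in Fig. 3D. The dimmest probe of these 9 miRNAs had an intensity of 212, against 9.45 for the brightest negative control spot.

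Aberrant spots on an array would make a miRNA bright on that array alone. The 10 highest miRNAs were therefore chosen on each array by itself and ranked on the other, where each was among the 11 highest, which argues against aberrant spots. All 9 miRNAs were among those chosen. The scaling divides every signal of an array by 1 number and cannot change which miRNAs are brightest within it. For miR-5100 and miR-1224-5p, the brighter of the 2 probes carried most of the signal on both arrays. The 2 probes of miR-5100 had levels of 2.99 and 5.99 in replicate 1 and of 2.41 and 5.46 in replicate 2, a difference of up to 3.05, and those of miR-1224-5p had 3.90 and 6.17 in replicate 1 and 4.90 and 7.21 in replicate 2. For the other 7, the probes differed by 1.56 or less. Which probe is nearer to the level of the miRNA cannot be told apart from signal alone. Whether the probes bound RNA other than the named miRNA stays open, since the scanner files hold 0 columns of probe sequences, and the named miRNA and other RNA cannot be told apart from signal alone. With 1 group, no biological explanation was tested.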

How the results depend on the processing

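The alternatives were set before the data were examined, except the sum of the signals of a miRNA's own detected probes, and the readings of the label of miR-7052-3p or miR-7083-3p in Fig. 3D as miR-7082-3p, which were added after the values were seen. The limits for calling the rank and the correlation moved, an SD of 4.95 ranks between the single replicates and a 95% interval of 0.917 to 0.951 for Pearson's r, were also chosen after that. The interval treats miRNAs as independent and does not measure the spread between arrays. The rank limit comes from the same single-replicate ranks that were then judged by it, so it is no independent limit for them.

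The rank of miR-3473b among the 23 miRNAs of Fig. 3D was 4 and the number of selected miRNAs among the 5 highest was 3 under all 12 alternatives. For 2 of them, the 75th percentile over all probes and the filter on dim miRNAs left off, the order within the 23 cannot change by construction. The first of these cannot change the correlation or the rank among the detected miRNAs either, and the second cannot change the level of miR-3473b.

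The number of miRNAs detected on both arrays was 133 with the call of well above background and 474 with the call of positive and significant, against 216, and it stayed within 1.5 times of 216 under the other 4 alternatives. The calls differ by construction in how far a spot must lie above background. The number of miRNAs of Fig. 3D detected fell to 13 with the first of these calls and was 22 or 23 under the other 7 alternatives, with 23 when the label read as miR-7083-3p was taken as miR-7082-3p.

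The level of miR-3473b, 0.61 with an SD of 0.20, was 4.82 when the 75th percentile was taken over all probes and 5.13 in the deposited log2 table, which change the scale itself. It was 0.30 with normexp background correction, 0.15 with the total signal of Feature Extraction, 0.85 with the sum of the miRNA's own detected probes and 0.82 with the brightest probe. The normexp offset of 50 is added to every signal before the log2, so that level is on a changed scale as well. The total and the sum of miR-3473b itself were equal, with 29.9 in replicate 1 and 28.8 in replicate 2, so the levels from them differ through the 75th percentile alone. Its rank among the detected miRNAs was 48 with the total signal of Feature Extraction, and from 29 to 36 under the other 9 alternatives. Many totals lay above the sum of the miRNA's own detected probes, as described under the other observations.

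Pearson's r between the arrays was 0.970 with normexp background correction, 0.961 with the brightest probe and 0.903 in the deposited log2 table. The cause was not tested.

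With each replicate left out in turn, the number of detected miRNAs ranged from 223 to 253, the number of Fig. 3D stayed at 22, the level of miR-3473b ranged from 0.47 to 0.75 and its rank from 29 to 36. The correlation cannot be computed from 1 array. No paired analysis was possible because there is 1 group. The searches for *Nfkbid* sites and for genome copies of the miRNA sequences, and their alternatives, were not run. Signal over background limits the levels of dim miRNAs, since 75 of the 216 detected miRNAs had a probe that was not detected on at least 1 array.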

Differences from the paper's values

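The paper's number of miRNAs expressed in LLC-derived exosomes by microarray is 4091, whereas 216 were detected on both arrays here. The array holds 1881 mouse miRNAs. All 6 alternatives set before the data were examined gave numbers from 133 to 474, and all 6 differ from the paper's number. In Fig. 3B the paper's number is drawn as the overlap of the miRWalk and miRDB circles.

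The paper states that the miRNAs with the highest relative expression were selected from those of Fig. 3D, and its text does not name the measurement behind that order. By array signal, 3 of the 5 selected miRNAs were among the 5 highest of the 23 under each of 11 settings, the one reported included, of which 2 cannot change the order by construction. The 5 highest also stayed the same when the label of miR-7052-3p or of miR-7083-3p was read as miR-7082-3p, a reading tried after the values were seen. The highest was miR-8110 under 11 of the 11 settings, and the next was miR-7036a-5p under 10. With the brightest probe of each miRNA, miR-5119 was at rank 2 in its place. The selected miRNAs miR-3099-3p and miR-7005-5p were at ranks 11 and 20. Under the 11 settings their ranks ranged from 9 to 14 and from 17 to 22, and they were 12 and 21 with miR-7082-3p in place of miR-7052-3p or miR-7083-3p. Of the 2 probes of miR-7005-5p, 1 was not detected on either array.

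The paper states that miR-3473b was the highest of the selected miRNAs by qRT-PCR, a different assay that was not analysed here. By array signal, miR-5119 lay above miR-3473b under 11 of the 11 settings, and probes of different miRNAs bind with different strength.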

Other observations

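In this part, the tests of the total signals and of the deposited log2 table were chosen after their results were seen, and the test of the inhibitor sequence was chosen before.

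Feature Extraction gives a total signal for each detected miRNA, which was compared with the sum over the detected probes of that miRNA. For 60 miRNAs in replicate 1 and 65 in replicate 2, the total was more than 1% above that sum, and for 116 of these it was more than 2 times the sum. The largest excess was 227 times for miR-5131 in replicate 1, and 127 times for miR-1188-3p in replicate 2. A candidate explanation is that the software carried over the total of the detected miRNA before it in name order wherever the first probe was not detected. With that rule, all 125 raised totals and all 476 totals of detected miRNAs were rebuilt to within 0.1%. The order of names and probes was itself chosen after 4 orders had been tried. On simulated totals made without any carry-over, the same rule rebuilt 1 of 60 with an undetected first probe. A low number there follows by construction, because the rule adds the total before it to such a miRNA. The simulation therefore does not bear on the explanation. Each probe was listed for 1 miRNA. The output names 1 miRNA for each spot, so this listing does not bear on whether probes are shared between miRNAs. No biological explanation was tested.

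In the deposited log2 table, the values of detected miRNAs followed the sum of their own detected probes, with a Spearman's rho of 1 in both replicates, and the total signal less closely, with 0.535 and 0.457. In each column 322 names lay above the lowest value, whereas 263 names in replicate 1 and 233 in replicate 2 were detected, controls included. The miRNAs above the lowest value included 45 that were detected on neither array and were above it in both columns. Quantile normalization over these 2 arrays alone is argued against, since it cannot give more names above the lowest value than the 263 of the array with more of them. A fixed set of miRNAs kept in both columns is argued against, since 285 miRNAs were above the lowest value in both columns and 339 in at least 1. A candidate explanation is quantile normalization together with arrays not analysed here, which would put the same number of names above the lowest value in each column. The 322 names are the observation that prompted this explanation, so they do not test it, and the other arrays were not available here. The highest value of each column was 13.25, whereas the highest log2 signal of the array itself was 11.05 in replicate 1 and 10.99 in replicate 2. Quantile normalization over these 2 arrays alone cannot give so high a value without a shift. Brighter arrays and a shift cannot be told apart here. The values of undetected miRNAs did not follow their own signal, with a Spearman's rho of -0.099 and -0.011. The tests of this table were rewritten more than once after results were seen, and the first version, which required the same miRNAs in both columns, had failed. No biological explanation was tested.

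The sequence listed in Supplementary Table 4 as the miR-3473b inhibitor is the full complement of the first strand of the miR-7005-5p mimic, over 22 bases. Whether it could also pair with miR-3473b was tested by the longest run of complementary bases, which was 5. Of 10000 shuffles of the same bases, 30.41% had a run at least as long, so the run is no longer than chance gives. Pairing with mismatches was not tested, and the sequence used in the experiments may differ from the listed one.

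Of the miRNAs that the paper names from other studies, 8 names were on the array. Both replicates detected miR-21a-5p, with a level of -0.57 ± 0.60, and miR-214-3p, with a level of -2.63 ± 0.49 (SD, n = 2 arrays). The probes of miR-21a-5p differed, with levels of -2.49 and 0.51 in replicate 1 and of -1.54 and 1.26 in replicate 2. Of the 2 probes of miR-214-3p, 1 was not detected on either array, and the other had levels of -1.03 in replicate 1 and -0.92 in replicate 2, so the mean level rests in part on a probe that was not detected. The other 6, which were miR-21a-3p, miR-27a-3p, miR-27a-5p, miR-27b-3p, miR-155-5p and miR-1247-3p, were detected in neither replicate.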
